A study of Mus musculus with 37 samples.

How the data were processed

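Liver RNA of 37 mice of the C57BL/6 strain, 2 months old, was sequenced, with 1 library and 1 file per mouse. The mice fall into 6 groups by genotype and sex: wild type (WT), Y665F and Y665H, each in males and in females. Y665F and Y665H are substitutions of residue 665 of STAT5B, a transcription factor that acts downstream of growth hormone and cytokine receptors. Per the labels' protocols, total RNA was taken from frozen tissue, ribosomal RNA was removed, and stranded libraries were sequenced in read pairs on a NovaSeq instrument. The protocols name library kits of different makers, and which libraries were made with which is not stated. Whether the mice carried the substitutions on a single allele or on both is not stated either. A kit that follows a group could not be separated from that group. Each deposited file holds raw counts per gene symbol, which the authors had not normalized, judging from whole numbers that sum to a different total in each library. The aligner, the counting program, the genome build, the annotation, the strand setting and any filter are not stated in the labels or the file headers, so no coordinates are given. Of the 24421 gene rows, 23376 (95.7%) carry a symbol found in GENCODE M21. Replicate numbers in the names of some files differ from those in the sample titles, and the titles were used throughout.

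Each file also holds 5 rows that name no gene. These rows were kept out of library sizes and tests. They took 32.4% to 49.9% of all counted items in a library, mainly reads aligned to more than 1 place and reads in no annotated gene. The no-gene share was 18.8% ± 0.893 (SD, n = 6) in WT males, 15.8% ± 1.85 (SD, n = 9) in Y665F males, 14.3% ± 1.77 (SD, n = 4) in Y665H males, 11.6% ± 1.97 (SD, n = 6) in WT females, 13.9% ± 1.21 (SD, n = 6) in Y665F females and 9.59% ± 3.04 (SD, n = 6) in Y665H females. Counts assigned to genes ranged from 49141951 to 73937726 in the male libraries and from 24388434 to 40864173 in the female libraries. Male and female depths did not overlap, so any processing difference that follows sex cannot be separated from sex. Rn45s, a ribosomal RNA gene, took 2.40%, 3.49% and 1.79% of the gene counts in WT, Y665F and Y665H females. It ranked second in each of these groups and was not among the 5 most abundant genes of any male group. Whether ribosomal RNA removal differed between the sexes is not stated. Counting intervals are exact Poisson intervals at the 95% level and the floor for a count of 0 is 3 counts. Both cover counting error only, since the reads carry no molecular identifiers.

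Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passed filterByExpr by group (minimum count 10, minimum total 15), which kept 15152 genes and left out 9269. Library sizes were scaled with TMM. A single quasi-likelihood model (glmQLFit, glmQLFTest) with a mean per group was fitted to all 37 libraries, so that every comparison shares the estimate of spread. The comparisons were each substitution against WT within a sex, Y665H against Y665F within a sex, males against females within a genotype, and the difference of the substitution effect between the sexes (interaction). P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p-value under 0.05. Standard errors (SE) of log2 fold changes come from the fold change and its F statistic. CPM values were scaled with TMM.

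A sex index per library was computed as the mean log2 CPM (prior count 2) of a male-biased list minus that of a female-biased list, each gene centred on the mean of the WT male and WT female means. It was compared by exact 2-sided permutation tests. Gene lists were written from general knowledge of liver biology before the data were examined, as were the tests and the first group of alternatives. The study lists, with the number of tested genes, were STAT5 targets (12), STAT5-repressed (8), male-biased (30), female-biased (33), cholesterol synthesis (25), bile acid and sterol transport (21), fatty acid synthesis (20), fatty acid oxidation (25), lipid uptake and droplets (20) and interferon response (24). They were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 40 tests, with fry and an estimated correlation as checks. The check lists covered T and NK cells, B and plasma cells, macrophages, neutrophils, erythroid cells, stellate cells and fibroblasts, cholangiocytes, endothelial cells, proliferation, the circadian clock, acute phase, pancreas and adipose tissue. The relation between both substitutions was Pearson's r across genes, with WT replicates 1 to 3 as controls for Y665F and 4 to 6 for Y665H, since shared controls alone create a positive r. Unchanged groups were simulated 20 times for comparison.

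Genes named in the text follow a rule fixed beforehand. It names Stat5b and Stat5a, Xist and Ddx3y as sex checks, the 3 highest and 3 lowest called fold changes of each substitution against WT (mean CPM of at least 1 in a group compared, every mutant library on the same side of the WT mean, predicted names left out), the 2 highest and 2 lowest called genes of each interaction (same CPM limit), and a fixed panel of 22 genes. Some genes that the rule names are not reported here. Many of the genes so named belong to families of near-identical copies (Mup, Cyp2, Cyp3a, Cyp4a, Sult2a, Saa and Serpina genes), and reads aligned to more than 1 place were scored in a row of their own. Whether they were also counted in genes is not stated, so the values of single members are uncertain. Overlapping and antisense genes are uncertain too, since the strand setting is not stated.

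The functions were tested on simulated counts drawn from the real means, dispersions and library sizes for 15152 genes with 200 genes changed by 1 log2 unit per group. For Y665F against WT in males, 91.5% of the 200 changed genes were recovered and 3.17% of the calls were false. For Y665H against WT in males these shares were 84.0% and 5.61%, and for Y665H against WT in females, with 400 genes changed, 84.8% and 4.24%. Each gene was given the same dispersion in all groups, and genes were drawn independently. The false shares therefore do not cover real groups that differ in spread or genes that move together. No pair of libraries within a group matched within sampling noise (chi-square per gene from 9.28 to 232). The alternatives chosen before the data were examined were RLE size factors, no filter, a filter on a mean CPM of at least 1, a log2 fold change of at least 1 as a further threshold, a fit of the compared groups alone, a replicate block, limma-voom with quality weights, DESeq2 1.42.0, other settings of the index, lists and relation, and leaving out each library in turn. Alternatives added after the data were examined were thinning of all libraries to the smallest, the first 2 principal components of the clock list as covariates, the no-gene share as covariate, an index without multigene families, a relation without sex-biased genes, and fry and an estimated correlation for the check lists. Figures were drawn with matplotlib 3.10.9.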

Results

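RNA was measured in 37 livers: 6 WT, 9 Y665F and 4 Y665H males, and 6 WT, 6 Y665F and 6 Y665H females. Counts assigned to genes ranged from 49141951 to 69038724 in WT males, 58718870 to 73937726 in Y665F males, 50644147 to 66826156 in Y665H males, 25557377 to 40864173 in WT females, 24388434 to 35860394 in Y665F females and 27176972 to 38818886 in Y665H females. The 10 most abundant genes took 16.1% ± 0.459 (SD, n = 6) of the counts in WT males, 22.0% ± 0.713 (SD, n = 9) in Y665F males, 15.3% ± 1.12 (SD, n = 4) in Y665H males, 20.0% ± 1.83 (SD, n = 6) in WT females, 30.1% ± 1.93 (SD, n = 6) in Y665F females and 19.3% ± 1.18 (SD, n = 6) in Y665H females. Alb was the most abundant gene in every group. Its share of the counts was 5.92% in WT males and 11.4% in Y665F males, and 8.46% in WT females and 16.3% in Y665F females.

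The sex labels were checked with the X-linked Xist and the Y-linked Ddx3y. Xist averaged 656 CPM ± 109 (SD, n = 6) in WT females and 0.216 CPM ± 0.0805 (SD, n = 6) in WT males. Ddx3y was at 0 counts in all female libraries and averaged 79.5 CPM ± 5.65 (SD, n = 6) in WT males, 76.6 CPM ± 6.22 (SD, n = 9) in Y665F males and 83.6 CPM ± 6.44 (SD, n = 4) in Y665H males. Substitutions leave no trace in counts per gene, so the genotype labels could not be checked this way. Stat5b RNA averaged 96.4 CPM ± 10.5 (SD, n = 6) in WT males, 108 CPM ± 5.34 (SD, n = 9) in Y665F males and 91.3 CPM ± 7.97 (SD, n = 4) in Y665H males. In females it averaged 84.6 CPM ± 10.7 (SD, n = 6) in WT, 85.8 CPM ± 9.90 (SD, n = 6) in Y665F and 82.2 CPM ± 3.29 (SD, n = 6) in Y665H. The Stat5b difference was called in Y665F males (log2 fold change 0.17, SE 0.067, adjusted p 0.0370), and in no other comparison with WT. The Stat5b call was lost in 8 fits that each left out a library, with the highest adjusted p, 0.188, without WT male replicate 3 (log2 fold change 0.11), and the sign changed with clock components as covariates (-0.019). The call was also lost with the no-gene share as covariate (0.11, adjusted p 0.218) and with a replicate block (0.18, adjusted p 0.0501). Stat5a rose in Y665F males, from 17.2 CPM ± 0.762 (SD, n = 6) to 26.6 CPM ± 4.68 (SD, n = 9; log2 fold change 0.63, SE 0.089, adjusted p 3.11e-07), and was not called in the other comparisons with WT.

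The first principal component of all libraries held 42.1% of the variance and the second 17.5%. Libraries of Y665F mice of both sexes lay at higher values of the first component than all WT and Y665H libraries.

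**Figure D1:**
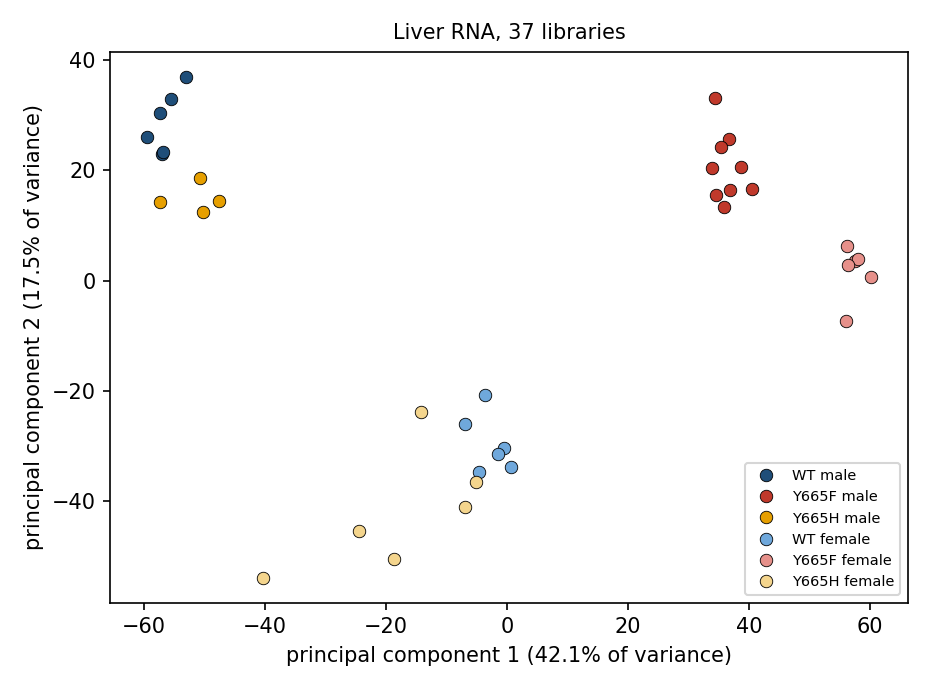
Each point is a library, placed by its first (x axis, 42.1% of the variance) and second (y axis, 17.5% of the variance) principal component of log2 CPM over the 15152 tested genes, and coloured by group. Y665F libraries of both sexes lie to the right, WT and Y665H males to the upper left, and WT and Y665H females at the bottom, where the Y665H females are the most spread out.

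Whether each substitution changed liver RNA was tested against WT of the same sex. In males, 7955 of 15152 genes were called for Y665F, 4118 higher and 3837 lower. The alternative that moved this count most was the further threshold of a log2 fold change of at least 1, which left 1550 genes. In females, 6219 genes were called for Y665F, 2695 higher and 3524 lower. For Y665H, 1273 genes were called in males, 791 higher and 482 lower, and 1136 in females, 666 higher and 470 lower. These Y665H counts were less stable. In males, the count fell to 519 genes without Y665H male replicate 3 and was 1119 genes at most when a library was left out. In females it fell to 442 genes without Y665H female replicate 2, rose to 2743 genes without Y665H female replicate 6, and was 82 genes when only the WT and Y665H females were fitted. The share of higher calls was 51.8% in Y665F males (48.3% to 54.2% over left-out libraries and the alternatives without a fold change threshold), 43.3% in Y665F females (42.3% to 51.0%), 62.1% in Y665H males (52.0% to 67.6%) and 58.6% in Y665H females (43.9% to 63.6%). With a log2 fold change of at least 1, 1163 of 1550, 759 of 1021, 100 of 182 and 24 of 137 calls were higher. Y665H and Y665F differed directly in 6319 genes in males and in 8564 genes in females.

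**Figure D2:**
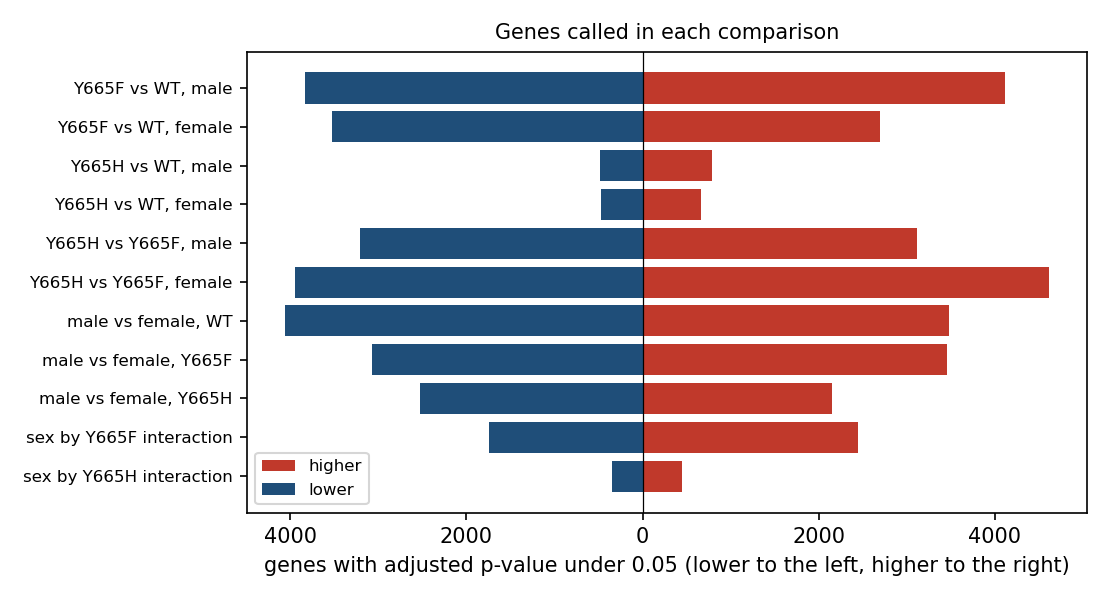
Bars give the number of genes with an adjusted p-value under 0.05 in each of the 11 comparisons, out of 15152 tested, with genes lower in the first-named group to the left of 0 and higher to the right. Y665F against WT gave 7955 genes in males and 6219 in females, Y665H against WT 1273 and 1136.

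In Y665F males, the 3 highest genes by the fixed rule were Sult2a1, Sult2a2 and A1bg, each above the WT mean in 9 of 9 libraries. Sult2a1 averaged 198 CPM ± 37.6 (SD, n = 9) against 2 counts in all WT males together, a ratio of 37729 with a 95% counting interval of 10445 to 311543 (adjusted p 1.64e-12). Sult2a2 averaged 55.6 CPM ± 7.97 (SD, n = 9) and was at 0 counts in the 6 WT males, at least 7081-fold higher (adjusted p 7.13e-10). A1bg averaged 3772 CPM ± 581 (SD, n = 9) against 0.204 CPM ± 0.228 (SD, n = 6) in WT males (log2 fold change 14.23, SE 1.24, adjusted p 7.61e-12). The 3 lowest were Mup7 (log2 fold change -13.32, SE 0.59, adjusted p 1.39e-19), Mup14 (-12.76, SE 0.52, adjusted p 7.46e-19) and Cyp4a12a (-12.15, SE 0.74, adjusted p 1.50e-14). In CPM, Mup7 went from 1432 ± 599 (SD, n = 6) in WT males to 0.141 ± 0.160 (SD, n = 9). Mup14 went from 139 ± 53.5 (SD, n = 6) to 0.0183 ± 0.0331 (SD, n = 9), and Cyp4a12a from 352 ± 77.7 (SD, n = 6) to 0.0747 ± 0.0221 (SD, n = 9).

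In Y665F females, Stk33 was among the 3 highest genes, higher in 6 of 6 libraries. It averaged 1.11 CPM ± 0.121 (SD, n = 6) and was at 0 counts in all WT females, at least 72.4-fold higher (adjusted p 1.31e-07). The 3 lowest were Hsd3b5 (log2 fold change -7.25, SE 0.74, adjusted p 6.07e-10), Serpina4-ps1 (-7.00, SE 1.12, adjusted p 5.05e-06) and Sult2a7 (-6.77, SE 0.72, adjusted p 1.98e-09), all lower in 6 of 6 libraries. Their WT means were 19.8 CPM ± 14.0, 20.8 CPM ± 21.0 and 5.28 CPM ± 1.80 (SD, n = 6).

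In Y665H males, the 3 highest genes were Saa2 (log2 fold change 5.81, SE 1.12, adjusted p 0.00114), Prtn3 (4.82, SE 1.55, adjusted p 0.0465) and Lcn2 (4.57, SE 0.82, adjusted p 0.000534), each higher in 4 of 4 libraries. Saa2 averaged 291 CPM ± 331 (SD, n = 4) against 5.22 CPM ± 2.57 (SD, n = 6) in WT males, so the spread between Y665H males was as large as their mean. The same held for Lcn2, at 45.0 CPM ± 47.6 (SD, n = 4) against 1.90 CPM ± 0.610 (SD, n = 6). The 3 lowest were Grm8 (-4.26, SE 0.34, adjusted p 2.28e-10), Cyp2c40 (-3.97, SE 0.51, adjusted p 6.44e-06) and Cyp2c69 (-2.85, SE 0.81, adjusted p 0.0251). Grm8 averaged 0.140 CPM ± 0.0661 (SD, n = 4) against 2.67 CPM ± 0.947 (SD, n = 6). Saa2 was not called with a replicate block (3.52, adjusted p 0.0643). Prtn3 was not called in 8 of 10 fits that each left out a library (highest adjusted p 0.215, without Y665H male replicate 3), nor with thinning (adjusted p 0.0809) or no filter (adjusted p 0.0528). Cyp2c69 was not called in 3 of these 10 fits (highest adjusted p 0.0815) and in 4 of 10 other alternatives.

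In Y665H females, the 3 highest genes were Cyp2a22 (log2 fold change 3.97, SE 0.72, adjusted p 0.00179), Mup20 (2.33, SE 0.44, adjusted p 0.00229) and Sult2a7 (2.31, SE 0.35, adjusted p 0.000305), each higher in 6 of 6 libraries. The 3 lowest were Cyp3a41a (-5.53, SE 0.68, adjusted p 1.65e-05), Cyp3a16 (-4.96, SE 0.82, adjusted p 0.000654) and Serpina4-ps1 (-2.66, SE 0.70, adjusted p 0.0195), each lower in 6 of 6 libraries. Cyp2a22 averaged 75.8 CPM ± 41.5 (SD, n = 6) against 4.86 CPM ± 0.668 (SD, n = 6), and Cyp3a41a 1.53 CPM ± 2.39 (SD, n = 6) against 72.8 CPM ± 88.3 (SD, n = 6). Serpina4-ps1 was not called in 2 of 12 fits that each left out a library (highest adjusted p 0.0746, without WT female replicate 5) and in 3 of 10 other alternatives. With only the WT and Y665H females fitted, Mup20, Cyp3a16 and Serpina4-ps1 were not called (adjusted p 0.0892, 0.0838 and 0.128). Cyp3a16 was not called with limma-voom either (-5.48, adjusted p 0.148). Sult2a7 moved down in Y665F females and up in Y665H females.

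The sex index asked whether the substitutions moved the male or female pattern of liver RNA. It averaged 4.13 ± 0.20 (SD, n = 6) in WT males and -4.13 ± 0.62 (SD, n = 6) in WT females, positive values being male-like. In Y665F males it averaged -6.18 ± 0.23 (SD, n = 9), a difference of -10.31 from WT males (exact permutation test, p 0.0002, the smallest these groups can give, adjusted p 0.000799 over 4 tests), with 9 of 9 libraries below every WT male. In Y665F females it averaged -6.30 ± 0.10 (SD, n = 6), a difference of -2.17 (exact permutation test, p 0.00216, the smallest these groups can give, adjusted p 0.00433), with 6 of 6 libraries below every WT female. This difference was -1.01 with multigene families left out (exact permutation test, p 0.00216) and -0.16 with genes called in WT replicates 1 to 3 (exact permutation test, p 0.0476). Y665F males thus lay below the WT females too. In Y665H males the index averaged 3.90 ± 0.82 (SD, n = 4), a difference of -0.23 that did not pass the exact permutation test (p 0.486, adjusted p 0.486) and changed sign without Y665H male replicate 4 (0.021). In Y665H females it averaged -3.14 ± 1.33 (SD, n = 6), a difference of 0.99 that did not pass it either (exact permutation test, p 0.136, adjusted p 0.182). The alternative that moved the Y665F male difference most was an index of all genes called between WT males and females in replicates 1 to 3, at -1.14 (exact permutation test against WT replicates 4 to 6, p 0.00455), which averages over many genes with small sex differences. On that index the Y665H male difference was -0.40 (exact permutation test, p 0.0286). This p was not adjusted over the 4 tests, unlike those of the main index, so it does not show a pass at the same limit. The Y665F effect on the index differed between the sexes by -8.13 (permutation test, p 0.00261), and the Y665H effect by -1.23 (permutation test, p 0.0907).

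**Figure D3:**
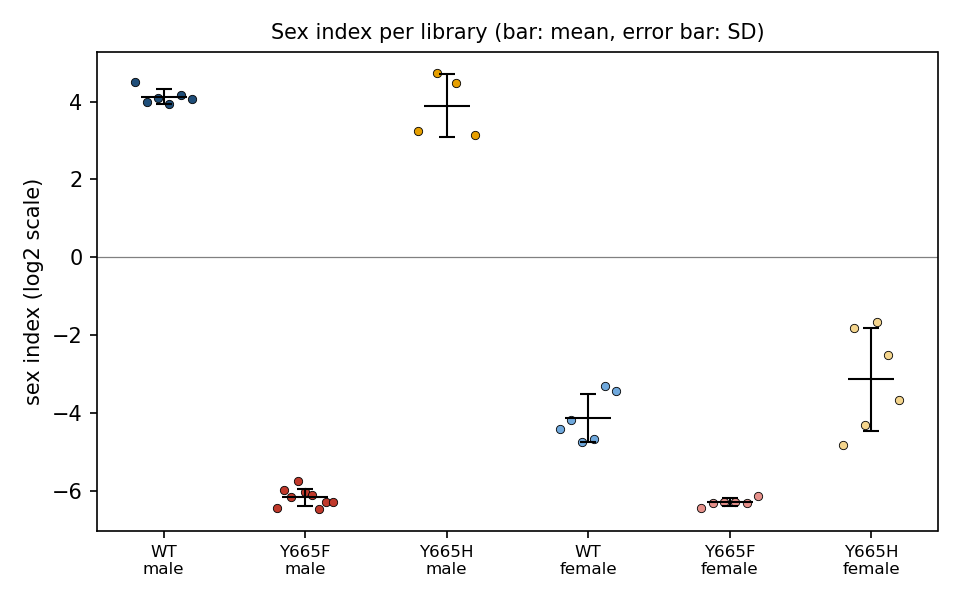
Points give the sex index of each library on a log2 scale (y axis) by group (x axis), with the group mean as a horizontal bar and the SD as error bars. The 9 Y665F males lie between -6.47 and -5.77, under every WT female, while Y665H males lie near WT males.

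Of the 40 tests of study lists against WT, 16 were called with camera, 16 with fry and 2 with an estimated correlation (the male-biased and female-biased lists in Y665F males). In Y665F males, the male-biased list fell (median log2 fold change -3.55, adjusted p 5.46e-44, 27 of 30 genes called lower) and the female-biased list rose (5.21, adjusted p 6.01e-35, 31 of 33 called higher). That median was also 5.21 with the gene at 0 counts in WT males set to its bound. In Y665F females, the male-biased list fell (-1.06, adjusted p 8.77e-08, 17 called lower), and the female-biased list was not called (0.058, adjusted p 0.602). Its members moved in both directions, with 12 of 33 genes called higher and 8 lower (log2 fold changes from -6.13 to 5.02). In Y665H females the female-biased list fell (-0.39, adjusted p 2.81e-06, 8 of 33 called lower), while the male-biased list was not called (0.15, adjusted p 0.448). In Y665H males neither was called (medians -0.050 and 0.13, adjusted p 0.238 and 0.844), although with the no-gene share as covariate the male-biased list was called lower (-0.48, adjusted p 0.000974).

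The series title concerns cholesterol and lipid metabolism. The 25 cholesterol synthesis genes rose in Y665F males (median log2 fold change 0.74, adjusted p 1.88e-05, higher in 25 of 25 genes, 22 called, 23 when adjusted over the list alone) and in Y665H males (0.77, adjusted p 2.44e-19, higher in 25 of 25, 17 called, 20 adjusted over the list alone). They fell in Y665F females (-0.79, adjusted p 1.14e-07, higher in 0 of 25, 22 called, 23 adjusted over the list alone), and the list was not called in Y665H females (-0.19, adjusted p 0.0679, higher in 6 of 25). All 3 calls held under fry, and none held under an estimated correlation (adjusted p 0.607, 0.153 and 0.551). The effect differed between the sexes for Y665F (median interaction 1.69, adjusted p 2.05e-25, 25 of 25 called) and for Y665H (0.97, adjusted p 3.99e-18, 13 of 25 called). Sqle averaged 17.5 CPM ± 1.44 (SD, n = 6) in WT males, 104 CPM ± 41.5 (SD, n = 9) in Y665F males (log2 fold change 2.57, SE 0.30, adjusted p 8.67e-09) and 89.8 CPM ± 15.2 (SD, n = 4) in Y665H males (2.36, SE 0.34, adjusted p 2.97e-05). In females Sqle averaged 180 CPM ± 73.4 (SD, n = 6) in WT, 59.4 CPM ± 31.2 (SD, n = 6) in Y665F (-1.60, SE 0.31, adjusted p 7.47e-05) and 121 CPM ± 49.3 (SD, n = 6) in Y665H (-0.57, SE 0.30, adjusted p 0.232).

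**Figure D4:**
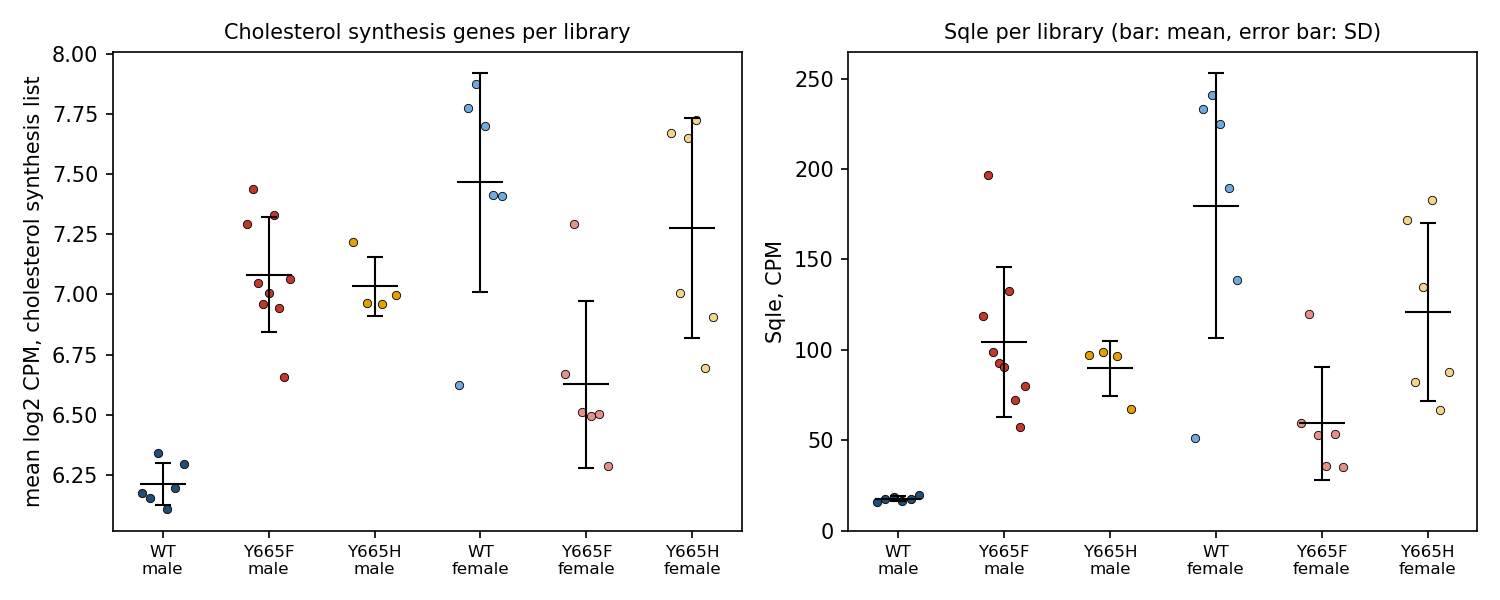
Points give each library's mean log2 CPM over the 25 cholesterol synthesis genes (left) and its Sqle CPM (right) by group, with means as horizontal bars and SDs as error bars. Sqle averaged 17.5 CPM in WT males against 104 in Y665F and 89.8 in Y665H males, and 180 in WT females against 59.4 in Y665F females.

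Of the other study lists, the interferon response list rose in Y665F males (0.88, adjusted p 1.81e-07, 22 of 24 called higher) and in Y665H males (0.37, adjusted p 2.92e-05, 6 called higher, not called by fry at adjusted p 0.0748), and was not called in Y665F females (0.10) or Y665H females (0.068). The bile acid and sterol transport list fell in Y665F females (-0.36, adjusted p 0.000577, 11 of 21 called lower). In Y665F males it was not called with camera (-0.23, adjusted p 0.120, 13 of 21 called lower) and was called with fry (adjusted p 0.000163). It was not called in Y665H males (0.034) or Y665H females (0.014). Fatty acid oxidation fell in Y665F females (-0.26, adjusted p 0.00319) and rose in Y665H females (0.17, adjusted p 1.88e-05, not called by fry at adjusted p 0.0678), and was not called in Y665F males (-0.032) or Y665H males (0.073). In Y665H males it was called higher with clock components (0.13, adjusted p 0.0201) and lower with the no-gene share as covariate (-0.097, adjusted p 0.0330). Lipid uptake and droplets rose in Y665H females (0.23, adjusted p 0.0202, not called by fry at adjusted p 0.0898), with medians of -0.12 in Y665F males, -0.28 in Y665F females and 0.19 in Y665H males that were not called with camera. In Y665F females it was called with fry (adjusted p 0.0152). Fatty acid synthesis was not called, with medians of 0.14 and -0.30 in Y665F males and females and 0.0064 and 0.074 in Y665H males and females. STAT5 targets rose in Y665F males (0.50, adjusted p 0.0244, 7 of 12 called higher, 3 lower) and were called in Y665F females (adjusted p 0.0363) although their median was -0.011, with 6 of 12 genes higher and 3 called higher. The sign of that median changed under several alternatives. They were not called in Y665H males (-0.059) or females (-0.14). STAT5-repressed genes rose in Y665H females (0.58, adjusted p 0.0161) and were not called in Y665F females (-0.049) or Y665H males (0.10). In Y665F males they were not called with camera (0.53, adjusted p 0.441) and were called with fry (adjusted p 0.000187).

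Among the panel, Cyp7a1, which encodes the first enzyme of bile acid synthesis, rose from 28.2 CPM ± 11.9 (SD, n = 6) in WT males to 171 CPM ± 73.6 (SD, n = 9) in Y665F males (log2 fold change 2.60, SE 0.35, adjusted p 9.52e-08) and 96.1 CPM ± 84.0 (SD, n = 4) in Y665H males (1.77, SE 0.38, adjusted p 0.00313). It was not called in females (0.092 and -0.22). Cux2 rose in Y665F males (7.13, SE 0.42, adjusted p 3.31e-16) and females (1.71, SE 0.32, adjusted p 4.24e-05), and fell in Y665H females (-1.30, SE 0.32, adjusted p 0.0119). Elovl3 fell in Y665F males (-7.20, SE 0.22, adjusted p 2.71e-24) and females (-4.31, SE 0.35, adjusted p 2.32e-12), as did Cyp2d9 (-6.67 and -4.74, adjusted p 3.68e-18 and 1.75e-12) and Slco1a1 (-4.09 and -2.48, adjusted p 7.97e-12 and 4.65e-06). In Y665F males, Cyp2b9 (5.45, adjusted p 2.14e-12), Socs2 (3.14, adjusted p 1.88e-09), Igfals (0.72, adjusted p 6.27e-09) and Igf1 (0.38, adjusted p 0.00106) were called higher, and Bcl6 (-2.20, adjusted p 3.49e-09) and Cyp7b1 (-2.31, adjusted p 2.06e-12) lower. Igfals was called lower in Y665H males (-0.32, adjusted p 0.0426) and females (-0.58, adjusted p 0.000367). Cd36 rose in Y665F males (1.86, adjusted p 7.30e-08), Y665F females (1.53, adjusted p 1.18e-05) and Y665H females (1.19, adjusted p 0.00537). Scd1 (-3.03, adjusted p 4.37e-08), Fasn (-0.98, adjusted p 0.0107) and Pparg (-0.67, adjusted p 0.00247) fell in Y665F females, and Pparg rose in Y665H males (0.64, adjusted p 0.0248). Scd1 was not called in Y665F males (-0.59, adjusted p 0.113). It was called lower there with limma-voom (adjusted p 0.0475) and with only the groups compared (adjusted p 0.0328). Cish, Onecut1 and Srebf1 were not called in any comparison with WT, although Srebf1 was called lower in Y665F males in 4 of 15 fits that each left out a library (lowest adjusted p 0.0419). Several of these calls were lost under small changes. In Y665H males, Pparg was not called in 6 of 10 fits that each left out a library (highest adjusted p 0.151) and in 4 of 10 other alternatives, and Igfals in 6 of 10 (highest adjusted p 0.107) and 3 of 10. Cyp7a1 was lost in that group only without Y665H male replicate 3 (0.99, adjusted p 0.104). In Y665F females Fasn was lost without WT female replicate 2 (-0.69, adjusted p 0.0659) and with clock components (-0.59, adjusted p 0.101). Cux2 in Y665H females was lost in 1 of 10 other alternatives. Igf1 in Y665H males (-0.34, adjusted p 0.0609) was not called and was called in 5 of 10 other alternatives, and Cyp2d9 in Y665H females (0.97, adjusted p 0.0524) was called in 4 of 12 fits that each left out a library.

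Across the 15152 genes, which are not independent replicates, the Y665F and Y665H effects had a Pearson r of 0.247 in males and -0.235 in females with disjoint WT controls. Unchanged simulated groups gave -0.0295 to 0.0310 in males and -0.0278 to 0.0342 in females. Genes were simulated independently of each other, so these ranges do not show how far r varies by chance across genes that move together. With shared controls r was 0.302 in males and -0.214 in females, against a mean of 0.494 in unchanged simulated males and 0.495 in simulated females. Among genes called for both substitutions, 785 of 902 (87.0%) had the same direction in males and 88 of 639 (13.8%) in females, and both shares rest on the shared WT controls.

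Males and females differed in 7537 genes in WT, 6526 in Y665F and 4676 in Y665H, with the limit that depth and sex do not overlap. The Y665F effect differed between the sexes in 4190 genes, 2447 with a higher value in males and 1743 with a lower one. The higher share of 58.4% fell to 51.7% with RLE and 49.0% with a mean CPM of at least 1, and lay between 49.7% and 50.5% without any 1 of the WT males. With a log2 fold change of at least 1, 449 of 996 were higher. The highest called interaction genes for Y665F were Cyp2b13 (13.75, SE 0.69, adjusted p 5.97e-17) and Sult2a2, and Grm8 was among the 2 lowest (-6.46, SE 0.61, adjusted p 5.67e-10). Cyp2b13 rose from 0.168 CPM ± 0.0823 (SD, n = 6) in WT males to 74.5 CPM ± 42.4 (SD, n = 9) in Y665F males, and fell from 344 CPM ± 85.5 (SD, n = 6) in WT females to 11.2 CPM ± 5.47 (SD, n = 6) in Y665F females. Sult2a2 has a WT group at 0 counts, so its fitted interaction depends on the prior count. The Y665H effect differed between the sexes in 794 genes, 446 higher and 348 lower in males. The higher share of 56.2% was 42.7% with a mean CPM of at least 1, and with a log2 fold change of at least 1, 99 of 148 were higher. This count was 329 without Y665H male replicate 3 and 1357 without Y665H female replicate 6. Among called genes with a mean CPM of at least 1 in a group, the highest were Saa2 (6.31, SE 1.43, adjusted p 0.00939) and Lcn2 (5.38, SE 1.07, adjusted p 0.00386), and the lowest Cyp4a12a (-4.18, SE 0.94, adjusted p 0.00985) and Cyp2a22 (-4.01, SE 1.04, adjusted p 0.0204), which was not called without Y665H male replicate 3 (-3.84, adjusted p 0.0612). With limma-voom, Saa2, Cyp4a12a and Cyp2a22 were not called (adjusted p 0.0581, 0.0667 and 0.116), nor was Saa2 with a replicate block (adjusted p 0.105).

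The check lists were tested with camera, adjusted over 52 tests, of which 17 were called. Of these 17 calls, 14 held with fry and 0 with an estimated correlation. The calls lost with fry were those of the neutrophil list (adjusted p 0.0862) and the endothelial list (adjusted p 0.121) in Y665H males and of the macrophage list in Y665H females (adjusted p 0.248). With fry 22 tests were called, among them the neutrophil list in Y665F females (1.03, adjusted p 0.0254), and the others gained were of lists with 2 or 3 genes. In Y665F males the T and NK cell list (median log2 fold change 1.84, adjusted p 7.40e-11), B and plasma cell list (1.37, adjusted p 3.45e-06), macrophage list (1.16, adjusted p 2.82e-07), neutrophil list (2.26, adjusted p 0.0141), proliferation list (1.54, adjusted p 0.0277), acute phase list (2.63, adjusted p 0.00157) and stellate and fibroblast list (0.39, adjusted p 0.0318) rose, and the clock list fell (-0.64, adjusted p 0.0156). In Y665F females the T and NK cell list (1.25, adjusted p 1.63e-07) and the B and plasma cell list (1.12, adjusted p 5.28e-05) rose. In Y665H males the acute phase list (1.90, adjusted p 2.59e-10), macrophage list (0.51, adjusted p 6.34e-06) and neutrophil list (1.15, adjusted p 0.0203) rose and the endothelial list fell (-0.36, adjusted p 0.0141). In Y665H females the T and NK cell list (-0.63, adjusted p 1.34e-06) and the macrophage list (-0.18, adjusted p 0.0202) fell. The cholangiocyte list was not called (medians from -0.030 to 0.25). Of the erythroid, pancreas and adipose tissue lists only 3, 2 and 2 genes passed the filter. The erythroid list was called lower in Y665F males (-0.10, adjusted p 0.0156), and the other 2 were not called with camera.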

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

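Of the tests in this part, those of mislabelled samples, paralogs, depth, feeding, the no-gene share, and the clock as a cause of the cholesterol pattern were chosen after the result was seen, and the test of the clock as a cause of the sex index pattern was written before its result was seen.

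The Y665F effect differed between the sexes in 4190 genes. With all libraries thinned to the smallest it differed in 3659 genes, which argues against depth as the whole cause of this difference. By list, the median difference (male effect minus female effect, log2) was -2.33 for male-biased genes (adjusted p 3.80e-21), 4.78 for female-biased genes (adjusted p 5.56e-67), 1.69 for cholesterol synthesis (adjusted p 2.05e-25), 0.31 for fatty acid synthesis (adjusted p 0.0260) and 0.71 for the interferon response (adjusted p 3.68e-08). The sex index effect differed by -8.13 (permutation test, p 0.00261). Among named genes with a larger value in males, the difference was 13.75 for Cyp2b13, 6.03 for Cyp2b9, 5.42 for Cux2, 4.17 for Sqle, 2.73 for Socs2, 2.51 for Cyp7a1, 2.44 for Scd1, 1.42 for Fasn, 0.86 for Igfals, 0.85 for Pparg, 0.59 for Stat5a and 0.57 for Igf1. Among those with a lower value in males it was -6.46 for Grm8, -2.89 for Elovl3, -2.51 for Cyp7b1, -2.36 for Bcl6, -1.93 for Cyp2d9 and -1.61 for Slco1a1. The fitted value of Sult2a2 (12.64) depends on the prior count, since a WT group was at 0 counts, and is not a bound.

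The Y665H effect differed between the sexes in 794 genes, and in the female-biased list (0.72, adjusted p 0.00124), the cholesterol synthesis list (0.97, adjusted p 3.99e-18) and the interferon response list (0.33, adjusted p 0.00979). Among named genes the difference was 6.31 for Saa2, 5.38 for Lcn2, 2.93 for Sqle and 1.99 for Cyp7a1, and -4.18 for Cyp4a12a, -4.01 for Cyp2a22 and -1.42 for Bcl6.

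Several technical explanations of the female-like pattern in Y665F males were weighed. The lowest Ddx3y value among them was 67.0 CPM, and female libraries had 0, which argues against mislabelled sex. Without multigene families the index difference was still -6.83 (exact permutation test, p 0.0002, the smallest the groups can give), which argues against reads shared between paralogs as the whole cause. With the first 2 components of the clock list as covariates it was -11.00 (SE 0.27). The first component lay between -2.16 and -0.778 in Y665F males and between -0.518 and 0.348 in WT males. Since these do not overlap, the covariate cannot separate collection time from genotype, and collection time stays open. A batch that follows sex cannot be told apart from sex itself, since the lowest male depth was 49.1 M counts and the highest female depth 40.9 M, which leaves the contrasts of males with females open. A hypothesis that these values leave open is that Y665F may lower male-biased and raise female-biased gene expression in males.

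Cholesterol synthesis genes were higher than WT in males of both substitutions. With clock components as covariates the lower of both list medians was 0.49 (Y665F males, adjusted p 0.00226), and in Y665H males it was 0.70 (adjusted p 2.92e-13). In Y665H males, whose first clock component (-1.18 to 0.455) overlaps that of WT males, this argues against collection time as the whole cause. In Y665F males the first component does not overlap that of WT males, so collection time stays open there. Feeding state stays open: fatty acid synthesis genes, which also respond to feeding, had a median of 0.0064 in Y665H males, but with members on both sides that decides nothing, and feeding is not labelled. A difference in feeding or in sterol demand may both underlie the pattern.

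Samples far from the others of their group were looked for in 268 sets of values, and 25 (9.33%) had a sample whose gap passed Dixon's limit, where chance gives about 1 in 20. Y665F male replicate 2 had the highest no-gene share (19.9%, others 13.9% to 16.8%), the lowest bile acid and sterol transport mean (7.64 log2 CPM, others from 7.75), and the lowest Igf1 (550 CPM), Cyp2b9 (444 CPM) and Cux2 (65.1 CPM). Its sex index was -5.99, within the range of the other Y665F males (-6.47 to -5.77), which argues against a mislabelled sample. Y665F male replicate 8 had the lowest Scd1 (2331 CPM) and Sult2a1 (117 CPM).

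Y665H male replicate 1 had the highest STAT5 targets mean (6.27 log2 CPM), cholesterol synthesis mean (7.22 log2 CPM) and Igfals (101.1 CPM). On a score that is 0 at the WT male mean and 1 at the Y665H male mean, computed with genes called without the library scored, it lay at 0.566, above every WT male (-0.044 to 0.212). Its sex index was 3.25, above every Y665F male (highest -5.77). Both argue against a mislabelled WT or Y665F sample. On the same score Y665H male replicate 4 lay at 0.553, and replicates 2 and 3 at 0.974 and 1.08, so replicate 1 was not alone in its lower score. Y665H male replicate 4 had the lowest Sqle (67.0 CPM) and the highest Cd36 (97.6 CPM). WT female replicate 1 had the lowest cholesterol synthesis mean (6.62 log2 CPM) and Sqle (51.4 CPM). Its sex index of -4.43 lay outside the range of Y665F females (-6.45 to -6.13), which argues against a mislabelled Y665F sample. WT female replicate 3 had the highest top 10 share (23.6%).

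Among Y665H females, replicate 2 had the lowest depth (27.2 M counts), the lowest top 10 share (17.1%) and the highest Sult2a7 (71.7 CPM). Replicate 6 had the lowest lipid uptake and droplets mean (4.44 log2 CPM) and Socs2 (13.9 CPM), replicate 4 the lowest Cyp7a1 (196 CPM) and replicate 3 the lowest Onecut1 (31.4 CPM). Among Y665F females, replicate 5 had the highest Onecut1 (131 CPM), and replicate 3 the highest Cyp2d9 (9.89 CPM) and the lowest Sult2a2 (25.8 CPM). No explanation was tested for these single values, and no biological one is given by the design within a group.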

How the results depend on the processing

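The tests in this part that were chosen after the data were examined are thinning, the clock components, the no-gene share, the index without multigene families and the relation without sex-biased genes. The cause of the changes in this part was not tested, except where fewer genes, samples or a stricter threshold give it by construction.

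With a log2 fold change of at least 1 as a further threshold, which is stricter by construction, counts were 1550 and 1021 for Y665F against WT in males and females, 182 and 137 for Y665H against WT, 1256 and 1703 for Y665H against Y665F, 990, 654 and 684 for males against females in WT, Y665F and Y665H, and 996 and 148 for the Y665F and Y665H interactions. With only the compared groups fitted, Y665H against WT gave 2158 genes in males and 82 in females, and males against females in Y665H gave 2272. In that fit the share of higher calls was 52.0% for Y665H against WT males (62.1% with all groups) and 43.9% for females (58.6% with all groups). With no filter, Y665H against WT in females gave 757 genes. Y665H against WT in males gave 2250 genes with limma-voom, and the Y665H interaction 1245 with DESeq2.

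With clock components as covariates, Y665H against WT in males gave 2157 genes, and males against females in Y665F gave 1984. With the no-gene share as covariate, Y665H against WT gave 543 genes in males and 452 in females, males against females gave 4379 in WT and 2142 in Y665H, and the interactions gave 2602 (Y665F) and 1655 (Y665H).

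The replicate numbers do not pair the samples: same-numbered samples of different groups had correlations of their deviations from -0.225 to 0.150, over 0.1 in 2 of the pairs tested. With a replicate block, Y665H against WT in males gave 664 genes and the Y665H interaction 414, the other counts fitted with it stayed within 1.5 times, and the STAT5 targets median in Y665F females was 0.0089. It was not fitted for males against females, since replicate numbers lie within each sex.

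The sex index difference of Y665H males was -0.40 with genes called in WT replicates 1 to 3 (exact permutation test, p 0.0286; from 0.0286 to 0.976 over its alternatives and left-out libraries). With an estimated correlation, 2 of the list tests were called, and the unchanged cholesterol synthesis medians of 0.74 and -0.79 in Y665F males and females and 0.77 in Y665H males were no longer called. The cholesterol synthesis list in Y665H females was called with a mean CPM of at least 1 (-0.20, adjusted p 0.0384), with clock components (-0.21, adjusted p 0.0180) and with the no-gene share (-0.20, adjusted p 0.0256). The STAT5 targets median in Y665F females changed sign with RLE (0.0074), a mean CPM of at least 1 (0.046), only the groups compared (0.0090), clock components (0.027) and the no-gene share (0.029), and in 7 of 12 fits that each left out a library (from -0.052 to 0.11). Fatty acid oxidation in Y665H males changed sign with the no-gene share and was then called lower (-0.097, adjusted p 0.0330). With that covariate the bile acid and sterol transport list (-0.29, adjusted p 0.0292) and fatty acid oxidation (-0.12, adjusted p 0.0499) were called in Y665F males, and lipid uptake and droplets was not called in Y665H females (0.16, adjusted p 0.106), nor was it with a mean CPM of at least 1 (0.15, adjusted p 0.0947). STAT5 targets in Y665F males were not called with only the groups compared (0.51, adjusted p 0.130). In Y665F females they were not called with clock components (0.027, adjusted p 0.0605). The sign also changed for Stat5b in Y665F males with clock components (-0.019).

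The relation between both substitutions was 0.302 with shared controls, 0.296 with the WT replicates exchanged, 0.266 with a mean CPM of at least 1, 0.321 with Spearman's rho and 0.276 without sex-biased genes in males. In females it was -0.214 with shared controls, -0.298 with the WT replicates exchanged and -0.319 with Spearman's rho. No setting changed its sign.

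Across fits that each left out a library, counts ranged from 7501 to 8040 (Y665F against WT, males), 5632 to 6223 (females), 519 to 1119 (Y665H against WT, males), 442 to 2743 (females), 5543 to 6344 (Y665H against Y665F, males), 7920 to 8921 (females), 6972 to 7476, 5865 to 6521 and 3729 to 5442 (males against females in WT, Y665F and Y665H), 3700 to 4417 (Y665F interaction) and 329 to 1357 (Y665H interaction). Index differences ranged from -10.36 to -10.23 and -2.30 to -2.01 for Y665F males and females, and from -0.51 to 0.021 and 0.70 to 1.33 for Y665H. Cholesterol synthesis medians ranged from 0.67 to 0.78 and -0.92 to -0.71 for Y665F males and females, and from 0.73 to 0.82 and -0.35 to -0.078 for Y665H. The relation ranged from 0.206 to 0.279 in males and -0.258 to -0.169 in females. Over the 113 results for named genes, alternatives gave the same call 1085 times, a call gained 12 times, a call lost 28 times and a changed sign 1 time, leaving out libraries not counted. Over the 36 other list results these numbers were 257, 7, 17 and 7.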

Other observations

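Of the tests in this part, those of Y665H female replicate 6, the acute phase response, the no-gene share, the main liver cell type, the clock list, composition, and the count of splits for Y665F against WT in males were chosen or written after the result was seen.

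Other splits of the same libraries were compared with the real ones, 100 splits per comparison with the real split included. In each of the 11 comparisons 1 of 100 splits, the real one, gave as many genes. The largest count of another split was 3791 for Y665F against WT in males, 2696 in females, 263 for Y665H against WT in males, 601 in females, 2290 for Y665H against Y665F in males, 6323 in females, 4104, 3988 and 3413 for males against females in WT, Y665F and Y665H, 1751 for the Y665F interaction and 335 for the Y665H interaction. The median of the other splits was 0. Other splits mix the real groups, so a real difference between groups widens their spread and lowers their counts. The splits thus bear on whether the groups differ, whatever the cause, and not on how many calls are false.

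Y665H female replicate 6 was looked at because leaving it out raised the count of genes to 2743. On a score that is 0 at the WT female mean and 1 at the Y665H female mean, computed with genes called without the library scored, it lay at 0.183, within the range of WT females (0.0318 to 0.263) and below the other Y665H females (0.560 to 1.18). A further test took genes at which the other 5 Y665H females all lay beyond the WT females. Replicate 6 lay beyond them on the same side at 29.0% of these genes, and WT females left out in the same way at 17.2% to 47.2%. It lay beyond them by at least 1 log2 unit in 14 genes, against 2 to 13 for left-out WT females. With a mean CPM of at least 1, the last of these 3 counts tried, it did so in 10 genes, against 0 to 1. Cyp2a22 was at 96.5 CPM in replicate 6 and at 3.90 to 5.96 CPM in WT females. Its Socs2 (13.9 CPM) lay below both the WT females (28.7 to 69.8 CPM) and the other Y665H females (36.9 to 45.8 CPM), so it does not bear on the label. The count of 10 genes argues against a mislabelled WT sample, but the score and the share of 29.0% lay within the WT range. On the fourth principal component of all libraries, replicate 6 (21.5) also lay among the WT females (9.46 to 25.5). The other Y665H females lay at -24.4 to 1.28. These measures disagree, so the label stays open. The no-gene share of replicate 6 was 15.3%, against 7.21% to 10.5% in the other Y665H females and 9.59% to 14.7% in WT females. Why the score of replicate 6 is low was not tested, the genotype cannot be read from counts per gene, and the library was picked for its effect on the count.

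Acute phase means were 4.65, 6.30, 6.35 and 4.49 log2 CPM in the 4 Y665H males and 5.16 to 7.77 in Y665F males (highest in replicate 2), all above the 3.67 to 4.05 of WT males. With the list mean as covariate, 574 genes were called between Y665H and WT males, 329 of them among the 1273 called without it. Sqle was still called (log2 fold change 1.74, adjusted p 0.00995) and the cholesterol synthesis median was 0.63. The means of both groups do not overlap, so an acute phase response and the genotype cannot be told apart here.

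The no-gene share was lower than in WT in Y665F males and in Y665H males (2-sided exact permutation tests, adjusted p 0.0174 for both). With it as covariate, 543 genes were called between Y665H and WT males and 452 between Y665H and WT females. In males the shares of both groups do not overlap, so this share and the genotype cannot be told apart there, while in females the shares overlap and the test leaves the share open. The share of reads aligned to more than 1 place was lower in Y665F males (exact permutation test, adjusted p 0.0132), as was the ambiguous share in Y665F females (exact permutation test, adjusted p 0.0132).

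Immune cell lists were higher in Y665F males with camera and fry, and not called with an estimated correlation. A lower share of hepatocytes would raise all other cell types alike, but the endothelial median was -0.033 while the T and NK cell median was 1.84, which argues against it. More immune cells, or more RNA per immune cell, may underlie this and were not separated. The clock list median was -0.64 in Y665F males, and since collection times are not labelled, time of day and genotype cannot be told apart for the clock genes. The share of the 10 most abundant genes was larger in Y665F males, which would shift all other genes by -0.10 on a log2 scale. Of the calls with a log2 fold change of at least 1, 1163 were higher and 387 lower, which argues against a few abundant genes as the whole cause of the calls. Calls of about the size of that shift stay open, and so does the direction that prevails: with RLE in place of TMM the share of higher calls went from 51.8% to 49.7% in Y665F males and from 43.3% to 47.6% in Y665F females.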
